A study of Rattus norvegicus with 8 samples.

How the data were processed

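Nodose ganglia of 8-week-old Long Evans rats, 18 male and 18 female, were profiled by single-nucleus RNA sequencing. Per the labels, the ganglia of 1 side from 6 rats were combined into each pool, the side dissected first was counterbalanced, and each combination of sex and side had 3 pools. The authors fixed and barcoded the nuclei with Evercode version 2 kits, divided them into 8 sublibraries and sequenced these on a NextSeq 2000. The deposited files are a matrix of raw transcript counts (unique molecular identifiers, UMIs) per nucleus and gene, a gene list of identifiers and symbols, and a table of each nucleus with its transcript, gene and mapped-read counts, its pool name and its first-round well. No normalisation had been applied to the deposited counts: the sums of the matrix equalled the deposited transcript and gene counts in every nucleus. The aligner, the genome build, the annotation release and the filter that chose the barcodes are not given in the sources used here.

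The samples of the deposit are the sublibraries, which each hold nuclei of all 12 pools and serve here only to measure technical spread. Sex, side and replicate were read from the pool names in the nucleus table and never from the counts. Pools are written by their labels: ML1 to ML3 are the pools labelled male and left, MR1 to MR3 male and right, FL1 to FL3 female and left, FR1 to FR3 female and right. Pool names number the female-labelled pools after the male-labelled ones, so that numbers 4 to 6 became replicates 1 to 3. The sex labels were checked against the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Usp9y, and the outcome is the reason for writing male-labelled and female-labelled. Xist and Uty have no entry by symbol in the deposited gene list. With 18 rats per sex, 6 per pool and 3 pools per sex and side, both sides would draw on the same rats. Left and right pools of a sex are then not independent animals. The left and right pools of 1 number are not stated to come from the same rats, so the comparisons were unpaired.

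The comparisons, tests, marker lists, gene panel and most alternatives were fixed before the data were examined. Choices made later are named as such. Nuclei with at least 300 genes and at most 5% mitochondrial UMIs were kept. The mitochondrial share was counted over 13 mitochondrial genes without the 24 entries on the mitochondrial contig that lack such names, which include the ribosomal RNAs. With those entries 2488 nuclei exceeded 5% and the highest share was 73.8%, so the limit says little about damage. Doublets were called per sublibrary with Scrublet in scanpy 1.11.5 at an expected rate of 0.06. It called 2 nuclei, 0.00544% of all, and so hardly worked as a caller. Removing the 5% of nuclei with the highest scores, 1836 nuclei, was added as an alternative after this was seen.

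Clustering used counts normalised per nucleus and log-transformed, 3000 variable genes (mitochondrial and Y-linked genes left out), 30 principal components, 20 neighbours and the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9, seed 1) at resolution 1, with 0.5 and 2 as alternatives. Neurons and other nuclei were then clustered separately on Pearson residuals of 2000 genes. A non-neuronal cluster took the name of 1 of 19 marker lists when at least 3 of its markers were at least 2-fold higher than in the remaining nuclei, in at least 10% of the cluster's nuclei, with at least 1 among its 10 leading genes (pseudocount 5 CPM). Neuron clusters needed 3 neuron markers at 1.5-fold against the non-neuronal nuclei. That limit was lowered from 2-fold after the clusters had been seen, and the separate clustering was also settled then. Neuron subclusters led by markers of another class were moved to the unnamed nuclei. Names are given by likeness (neuron-like and so on), shortened to the class name. The lists were neuron, nodose neuron, jugular neuron, sympathetic neuron or chromaffin-type cell, satellite glia, myelinating and non-myelinating Schwann cell, fibroblast, perineurial cell, endothelial cell, lymphatic endothelial cell, mural cell, macrophage, T or NK cell, B cell, mast cell, neutrophil, adipocyte and skeletal muscle.

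UMIs were summed per pool and class, for classes with at least 20 nuclei in every pool. Genes were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalisation, filterByExpr on the 4 groups) under R 4.3.3, with side and sex as additive terms and, in neurons, with their interaction. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called. Fold changes are right over left or female-labelled over male-labelled, and values per pool are in CPM, counts scaled to the normalised library size. Shares of nuclei and depths were compared by exact permutation tests, two-sided, with labels permuted within the other factor (400 relabellings, smallest p 0.005) and adjusted over the 7 classes or the 28 neuron subclusters. Intervals of shares are exact binomial (Clopper-Pearson, 95%) and cover counting error only. Chromosomes come from a RefSeq gene list of build GRCr8 matched by symbol or synonym, which paired 18738 of the 30560 deposited genes and 12156 of the 13829 genes tested in neurons. It gave no coordinates.

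Named genes follow a rule: for each comparison in neurons, up to 5 genes per direction with the largest fold change among the called genes whose pools do not overlap, and up to 2 in each other class. A comparison without calls names the gene with the smallest p, and genes without a symbol are passed over. The panel's tested genes are summarised, and those called are named. Any other gene named is said to be chosen after its values were seen.

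Alternatives for the gene tests were RLE size factors, DESeq2 1.42.0 (Wald test), no low-count filter, called doublets kept, nuclei with at least 600 genes, the other factor left out, a replicate block, nodose-like neurons alone, pools thinned to the lowest neuron total (4756323 UMIs), limma-voom (limma 3.58.1) and each pool left out in turn. For shares they were the other resolutions, the log odds with 0.5 nuclei added, the same filters and each pool left out. Added after the data were seen were the removal of high doublet scores, leaving out the 2 pools whose sex genes went against their labels, and keeping the subclusters led by another class. Each gene comparison was set against up to 100 other splits of the pools. In a test on simulated data, neuron counts were drawn for each gene from its share of UMIs over all 12 pools. They were scaled to each pool's total, with the estimated dispersion of the gene, and 200 genes were changed by side. Genes were drawn independently, so differences between pools that many genes share were absent. The rates may therefore be better than in the real data. At a 1.5-fold change 132 of 198 tested genes were recovered (66.7%) with 9 false calls, and at 2-fold 180 of 194 (92.8%) with 7 false calls. At 1.5-fold the recovered share was 69.4% in satellite glia, 50.0% in myelinating Schwann cells and 29.9% in endothelial cells.

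Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The 24 entries on the mitochondrial contig, which include the ribosomal RNAs, were left out of the mitochondrial share and the variable genes. They stayed in the UMI totals, the median UMIs per nucleus, the library sizes and the counts given to the gene tests. Single-nucleus tests were not used here, since the pool is the unit of replication. Trajectories and 6 columns of the nucleus table were not used either.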

Results

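Nuclear RNA was measured in single nuclei from the nodose ganglia, the sensory ganglia of the vagus nerve, of untreated young adult rats. The 12 pools comprised 3 for each combination of labelled sex (male or female) and side (left or right), and each pool combined ganglia of 1 side from 6 rats. The design asks how left and right ganglia, and ganglia of males and females, differ in cell makeup and gene expression. Every pool occupied 4 wells of the first barcoding round, after which all pools were spread together over 8 sublibraries. Pools are written by their labels, so that ML1 is the pool labelled male, left, replicate 1, and FR3 the pool labelled female, right, replicate 3.

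The matrix held 36741 nuclei, 30560 genes and 139965360 UMIs, with at least 273 genes and 779 UMIs in every nucleus. The filters removed 1 nucleus and the doublet caller 2, which left 36738 nuclei with 139954192 UMIs and a median of 2680 UMIs. Total UMIs per pool were 14572378 in ML1, 7139364 in ML2, 7493172 in ML3, 11126773 in MR1, 14317889 in MR2 and 8198679 in MR3. Among female-labelled pools they were 15239870 in FL1, 7309595 in FL2, 10629570 in FL3, 9611313 in FR1, 14859302 in FR2 and 19456287 in FR3. Pools held from 1738 nuclei (FL2) to 4849 nuclei (FR3). Sublibraries 1 to 8 held 16015288, 18681499, 18928180, 19284011, 17356340, 16173186, 16408430 and 17107258 UMIs, from 4238 to 5100 nuclei each.

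Median UMIs per nucleus averaged 3029 ± 521 in left pools and 2583 ± 428 in right pools (SD, n = 6 each, exact permutation p = 0.05). This difference of -446 UMIs passed the threshold without ML2 (-538, p = 0.035), without MR1 (-504, p = 0.04), without FL2 (-547, p = 0.03) and without FR1 (-536, p = 0.04 by the same permutation test). By labelled sex the medians were 2490 ± 309 in male-labelled and 3122 ± 489 in female-labelled pools (SD, n = 6 each, exact permutation p = 0.015). Nuclei per pool were 2473 ± 657 on the left and 3650 ± 1157 on the right (SD, n = 6 each, exact permutation p = 0.085), a difference that passed the threshold without FR1 (1596 nuclei, p = 0.03). Nuclei per pool did not separate the labelled sexes (3021 ± 928 in male-labelled and 3102 ± 1317 in female-labelled pools, SD, n = 6 each, exact permutation p = 0.895).

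Y-linked transcripts, summed over Ddx3y, Kdm5d, Eif2s3y and Usp9y in all kept nuclei, went against the labels of 2 pools. ML1 had 2.88 CPM (UMIs scaled to the pool's total), whereas the other 5 male-labelled pools had 84.4 to 91.3. FL1 had 88.6, whereas the other 5 female-labelled pools had 2.73 to 3.95. The mean of those 5 female-labelled pools (3.18 ± 0.530, SD) was 3.56% of the mean of the 5 male-labelled pools (89.2 ± 2.82, SD) (the source of the reads in female-labelled pools was not tested). Kdm5d and Eif2s3y carried the sum, while Ddx3y and Usp9y stayed at or below 1.12 CPM in every pool and Ddx3y was no lower in female-labelled pools (0.641 ± 0.287 CPM) than in male-labelled pools (0.388 ± 0.171, SD, n = 6 each). The X-linked gene Kdm6a was at 170 CPM in ML1 and at 108 CPM in FL1, against 104 to 119 CPM in the other male-labelled and 163 to 180 CPM in the other female-labelled pools. The labels were kept as given, so every comparison that involves sex includes these 2 pools under their labelled sex unless stated.

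**Figure D1:**
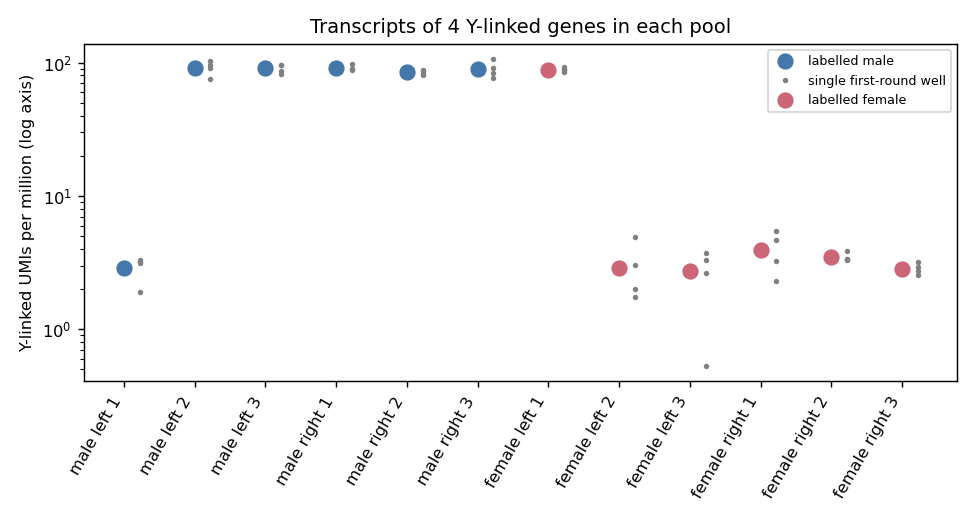
Y-linked CPM (log axis) in each of the 12 pools (large points) and in their 4 first-round wells (small points), coloured by labelled sex. ML1 sits at 2.88 among the female-labelled pools and FL1 at 88.6 among the male-labelled pools.

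Neurons made up 23862 of the kept nuclei (65.0%, from 46.8% to 78.3% per pool). They comprised 11019 nodose-like, 1580 jugular-like and 11263 unnamed neurons. Jugular-like subclusters had at least 3 jugular markers 2-fold above the remaining neurons. Nodose-like ones had at least 3 nodose markers 1.5-fold above the jugular-like neurons. Unnamed neurons met neither rule, which does not show that they are not nodose neurons. Among them is subcluster n3, whose leading genes include Cckar, a marker on the nodose list. Satellite glia were 3636 nuclei (9.90%), myelinating Schwann cells 2005 (5.46%), endothelial cells 846 (2.30%), skeletal muscle 570 (1.55%) and mural cells 243 (0.661%). Sympathetic neurons or chromaffin-type cells were 24 nuclei (0.0653%), from 0 to 17 per pool (0 of 1738 nuclei in FL2 allows up to 0.212%). No cluster of the final level met the naming rule for non-myelinating Schwann cells, fibroblasts, perineurial cells, lymphatic endothelial cells, macrophages, T or NK cells, B cells, mast cells, neutrophils or adipocytes. Unnamed were 5552 nuclei (15.1%, from 13.02% to 17.5% per pool), among them 1368 of neuron subclusters with mixed markers and 820 of subclusters led by another class. Between sublibraries the neuron share ranged from 63.1% to 66.1%, and the 8 classes with the unnamed nuclei did not differ between sublibraries (chi-square 42.5, 49 degrees of freedom, p = 0.733).

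**Figure D2:**
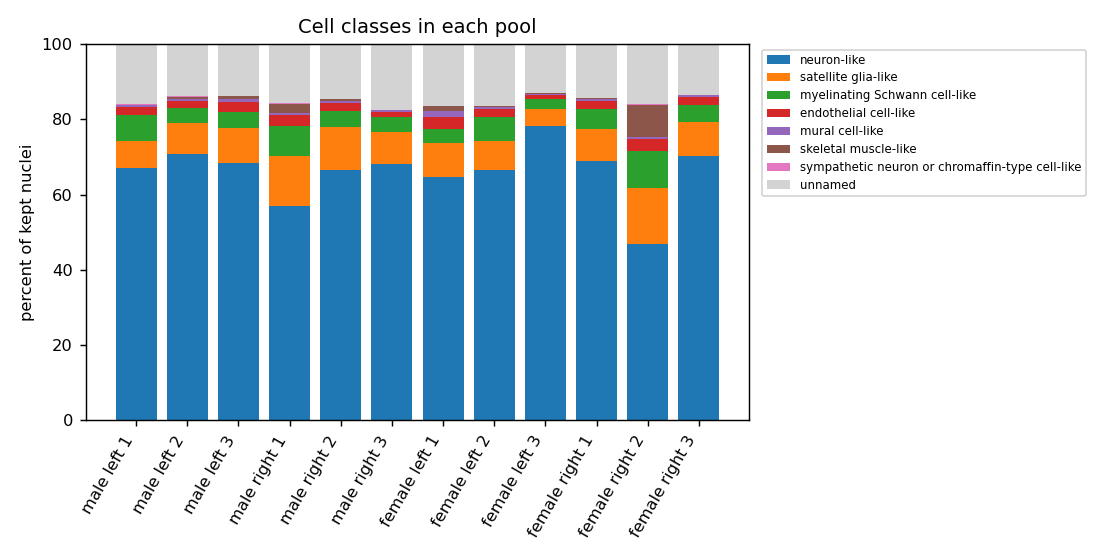
Percent of kept nuclei in each class (stacked bars from 0 to 100) for the 12 pools under their labels. FR2 has the lowest neuron share (46.8%) and the highest skeletal muscle share (8.36%).

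No class share differed between sides after adjustment over 7 classes. The smallest p was that of satellite glia, 7.76% ± 1.78 on the left and 11.04% ± 2.65 on the right (SD, n = 6 each, exact permutation p = 0.03, adjusted p = 0.21). Neurons were 69.2% ± 4.89 on the left and 62.9% ± 9.17 on the right (SD, n = 6 each, exact permutation p = 0.22, adjusted p = 0.385). Without FR2 the neuron difference shrank from -6.34 to -2.57 percentage points, the satellite glia difference from 3.28 to 2.27, and the skeletal muscle difference from 1.41 to 0.0236. Clustering at resolution 0.5 was the only alternative with a class past the threshold. There sympathetic neurons or chromaffin-type cells rose by 0.256 percentage points on the right (exact permutation, adjusted p = 0.035, against 0.035 to 0.707 over 19 alternatives). Between labelled sexes all 7 classes had the same adjusted p of 0.93, with neurons at 66.2% ± 4.78 in male-labelled and 65.9% ± 10.5 in female-labelled pools (SD, n = 6 each, exact permutation p = 0.93).

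Among 28 neuron subclusters, none differed in its share of neurons between sides after adjustment, and the smallest adjusted p that 1 subcluster alone could reach was 0.14. Subcluster n3, led by Xylt1, ENSRNOG00000006324, Sctr, Cckar and Chrna3 (1726 nuclei), took 5.16% ± 0.988 of neurons on the left and 8.98% ± 0.925 on the right without overlap (SD, n = 6 each, exact permutation p = 0.005, the smallest possible, adjusted p = 0.14). Over 17 alternatives its adjusted p ranged from 0.07 to 0.28, and its difference from 3.57 to 4.06 percentage points when each pool was left out. Subclusters n7 (6.17% to 4.14%, p = 0.02, adjusted p = 0.28 by exact permutation) and n8 (5.35% to 3.54%, p = 0.035, adjusted p = 0.327) were lower on the right. By labelled sex 3 of 28 subclusters had an unadjusted exact permutation p under 0.05 and each had an adjusted p of 0.327. These were n3 (6.48% in male-labelled, 7.66% in female-labelled pools), n20 (2.01% and 1.43%) and n26 (1.19% and 0.903%).

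**Figure D3:**
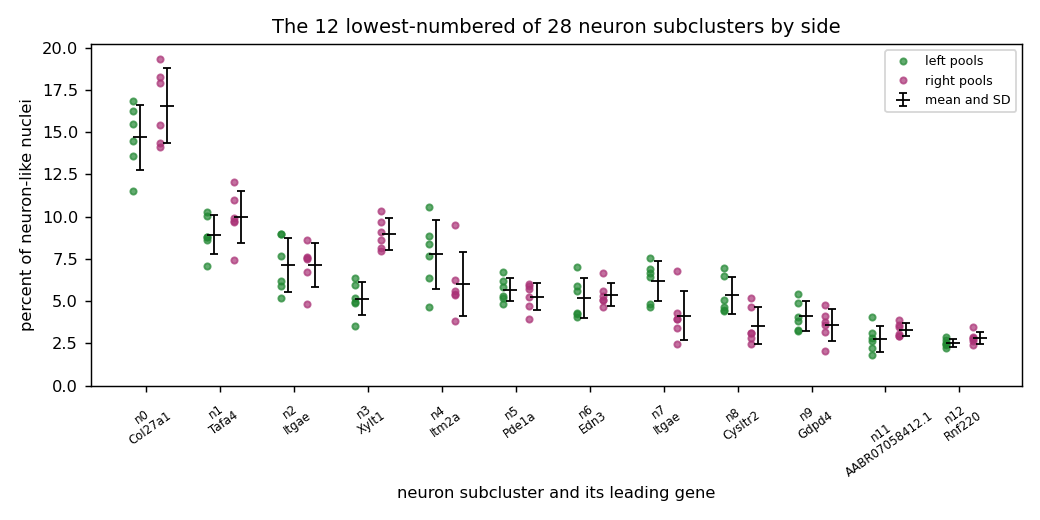
Percent of neurons in the 12 lowest-numbered of the 28 neuron subclusters, left pools (green) and right pools (purple), with mean and SD of 6 pools per side. In n3 the means are 5.16% and 8.98% and the pools do not overlap.

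Of 13829 genes tested in neurons, 21 were called by side, 17 higher and 4 lower on the right, and 1008 had an unadjusted p under 0.05. The pools of the sides did not overlap for 18 of the 21. Chance gives 0.216% for a gene not chosen by its difference, which the called genes were, so this count is no test. The count ranged from 2 to 72 over 26 settings. It was highest with DESeq2 (72 genes, all 21 among them) and lowest without ML1 and FL1 together (2 genes). It was 8 without ML1, 11 without ML3, 9 without MR1, 9 without MR2, 8 without MR3, 5 without FL1, 9 without FL2, 13 without FR1, 7 without FR2 and 9 without FR3.

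Xylt1 (ENSRNOG00000056658, chromosome 1) had 87.3 ± 15.3 CPM on the left and 145 ± 17.1 on the right (SD, n = 6 each), a log2 fold change of 0.74 ± 0.11 (SE) with an adjusted p of 0.0128. It led subcluster n3, and in nodose-like neurons alone, which leave n3 out, its change was 0.30 with an adjusted p of 0.604 (1.7e-07 to 0.604 over 25 alternatives). Crtac1 (ENSRNOG00000015220, chromosome 1) had 164 ± 12.1 and 227 ± 8.16 CPM, with a log2 fold change of 0.47 ± 0.05 and an adjusted p of 0.000708, and was called under all 25 alternatives. Tmem132d (ENSRNOG00000008447, chromosome 12) rose from 104 ± 10.5 to 140 ± 11.3 CPM (0.43 ± 0.07, adjusted p 0.0240). Rgs9 (ENSRNOG00000003800, chromosome 10) rose from 123 ± 13.7 to 155 ± 12.3 CPM (0.33 ± 0.06, adjusted p 0.0391). Sntg1 (ENSRNOG00000007294, chromosome 5) rose from 25.4 ± 2.24 to 31.8 ± 2.28 CPM (0.32 ± 0.06, adjusted p 0.0465). Cyp26b1 (ENSRNOG00000015076, chromosome 4), among the leading genes of subcluster n7, fell from 27.97 ± 1.75 to 16.3 ± 2.90 CPM (-0.80 ± 0.11, adjusted p 0.00933), and lost its call only without ML1 and FL1 together (adjusted p 0.0735, the highest of 25 alternatives). Rasgef1b (ENSRNOG00000002345, chromosome 14) fell from 172 ± 11.9 to 138 ± 8.04 CPM (-0.31 ± 0.05, adjusted p 0.0275).

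Leaving out single pools never removed the calls of Xylt1, Crtac1 or Cyp26b1. Tmem132d lost its call without MR1, FL1, FL2, FR2 or FR3 (adjusted p 0.0518 to 0.103). Rgs9 lost it without ML1, ML2, MR1, MR2, MR3, FL1, FL2, FR1 or FR2 (0.0682 to 0.130). Sntg1 lost it without any pool but ML2 (0.0613 to 0.146), and Rasgef1b without ML1, ML3, MR2, MR3, FL1, FL2, FR1 or FR2 (0.0521 to 0.103). Over all 25 alternatives the adjusted p reached 0.558 for Tmem132d, 0.898 for Rgs9, 0.690 for Sntg1 and 0.209 for Rasgef1b.

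**Figure D4:**
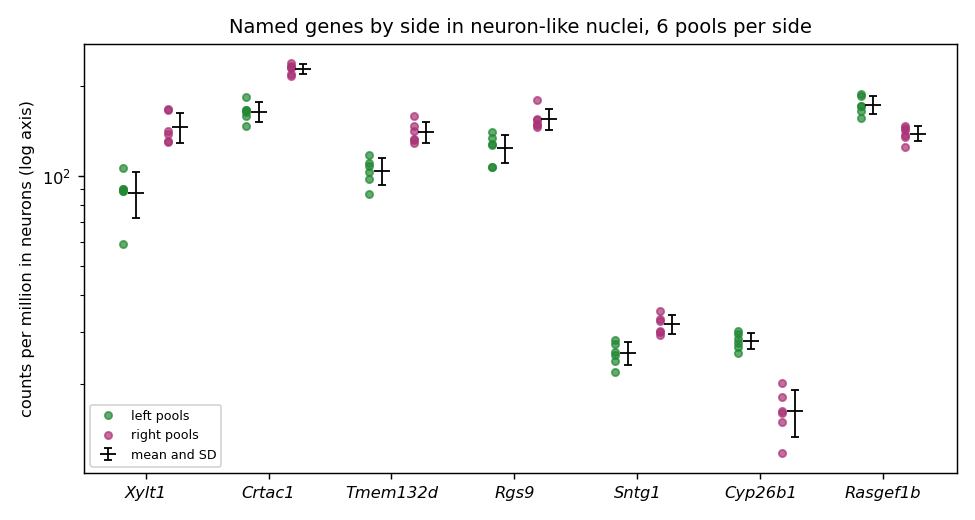
CPM (log axis) of the 7 named genes in neurons of left pools (green) and right pools (purple), with mean and SD of 6 pools per side. The pools of the 2 sides do not overlap for any of the 7, and Crtac1 has means of 164 and 227.

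By labelled sex, edgeR called 0 of the 13829 genes in neurons, with 2496 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0766. DESeq2 called 309 and limma-voom 0. Over 25 settings the count ranged from 0 to 531, the highest without the low-count filter. It was 14 without ML1, 82 without ML3, 478 without MR1, 8 without FL1 and 100 without FR3. This 0 thus depends on which pools are included. The fit also holds ML1 and FL1, whose Y-linked and X-linked transcripts went against their labels. Even Y-linked Kdm5d was not called in it, but was with both pools left out (log2 fold change -5.27, adjusted p 1.0e-12 with edgeR). The 0 therefore says little about differences between the sexes, and no fit with both labels exchanged was run. With ML1 and FL1 both left out the count was 30. Of these, 3 were matched to chromosome X or Y, 14 to an autosome and 13 to none. The number on X or Y is thus not known. Named after its values were seen, Ddx3 (ENSRNOG00000057231, log2 fold change -5.60) was matched to chromosome 13, but its symbol is also a synonym of Y-linked Ddx3y. Those pools were chosen by their sex genes, so sex-linked genes in this count are not independent of the choice. Samd14 (ENSRNOG00000004155, chromosome 10) had the smallest p, with 67.2 ± 3.39 CPM in male-labelled and 87.8 ± 6.77 in female-labelled pools without overlap (SD, n = 6 each), a log2 fold change of 0.38 ± 0.06 and an adjusted p of 0.0766. It was called without ML1 (adjusted p 0.0391), ML3 (0.0488), MR1 (0.00916), FL1 (0.0280) or FR3 (0.00446), and its adjusted p ranged from 8.4e-05 to 0.238 over 24 alternatives.

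**Figure D5:**
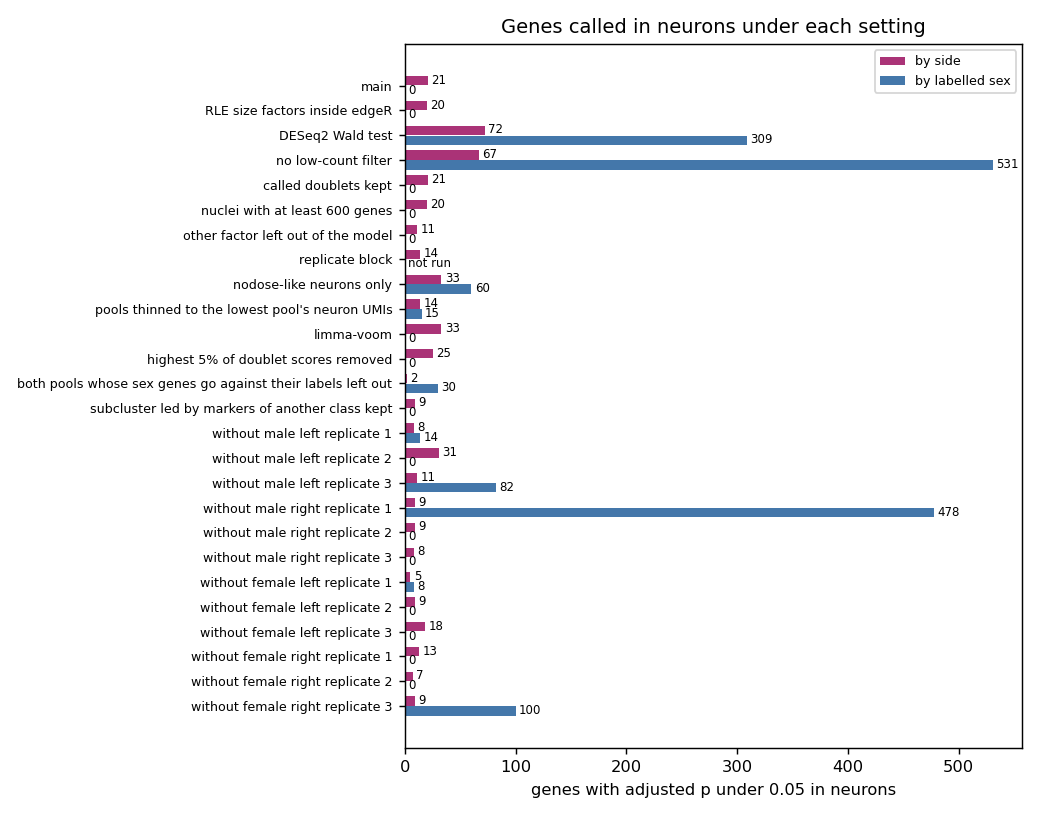
Number of genes called in neurons by side (purple) and by labelled sex (blue) under each setting, with the count beside each bar. Counts range from 2 to 72 by side and from 0 to 531 by labelled sex.

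The interaction, which tests whether the side difference itself differs between the labelled sexes, gave 0 genes in neurons with edgeR (564 at an unadjusted p under 0.05) and 0 with DESeq2 (283 at an unadjusted p under 0.05). The most over 21 settings was 9, without the low-count filter. Galnt7 (ENSRNOG00000012037, chromosome 16) had the smallest p, 0.000723, with an adjusted p of 1.00 and a log2 interaction of 0.49 ± 0.11. It had 61.1 ± 4.76 CPM in ML, 51.2 ± 4.07 in MR, 51.3 ± 1.65 in FL and 60.6 ± 2.57 in FR pools (SD, n = 3 each). Across 12901 genes, which are not independent replicates, the side change in male-labelled pools correlated with that in female-labelled pools at r = 0.0730 and rho = 0.113. Of 200 relabellings of the sides, 110 gave an r as large in size (permutation p = 0.55). With genes of mean log2 CPM of at least 5 alone, r was 0.246 (permutation p = 0.34), and r lay between -0.0116 (without FL2) and 0.152 (without ML2) when each pool was left out, with -0.0032 without ML3 and -0.0046 without MR2.

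In satellite glia (9104 genes tested) 1 gene was called by side. Kcnq3 (ENSRNOG00000005206, chromosome 7) had 281 ± 45.6 CPM on the left and 407 ± 54.0 on the right without overlap (SD, n = 6 each), a log2 fold change of 0.56 ± 0.09 and an adjusted p of 0.00902. It lost its call without ML1 (adjusted p 0.0667) or ML2 (0.0709), over a range of 1.3e-08 to 0.356 for 21 alternatives. By labelled sex 1 gene was called by edgeR and 0 by DESeq2 (347 at an unadjusted p under 0.05). Gna14 (ENSRNOG00000014840, chromosome 1) had 25.2 ± 7.51 CPM in male-labelled and 11.2 ± 3.17 in female-labelled pools without overlap (SD, n = 6 each), a log2 fold change of -1.22 ± 0.22 and an adjusted p of 0.0319 (0.00017 to 0.289 over 20 alternatives). The count was 14 without ML1, 5 without MR1, 20 without FL1, and 0 without MR2, MR3, FL3, FR1, FR2 or FR3. Gna14 lost its call without those 6 pools and without MR1 (adjusted p 0.0577). It is also among the leading genes of neuron subcluster n23. Whether RNA of other nuclei, such as neurons, adds to the counts of satellite glia, myelinating Schwann cells or endothelial cells was not tested. The genes named in these 3 classes may thus not be changes within the class.

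In myelinating Schwann cells (5040 genes tested) 2 genes were called by side, both named after their values were seen and both with overlapping pools. Shb (ENSRNOG00000011503, chromosome 5) had 93.6 ± 23.9 CPM on the left and 40.5 ± 9.95 on the right (SD, n = 6 each), a log2 fold change of -1.12 ± 0.22 and an adjusted p of 0.0408 (0.0042 to 0.547 over 21 alternatives). Rbfox1 (ENSRNOG00000002827, chromosome 10) had 763 ± 48.9 and 1032 ± 120 CPM, a log2 fold change of 0.43 ± 0.09 and an adjusted p of 0.0454 (0.0026 to 0.193). The count was 0 without ML1, ML2, MR2, MR3, FL1, FL2, FL3 or FR2, 1 without ML3 or MR1, and 3 without FR1. Shb kept its call without ML3, MR1, FR1 or FR3, and Rbfox1 only without FR1. RNA of other nuclei was not tested as a source of either change. By labelled sex edgeR called 1 gene and DESeq2 0 (135 at an unadjusted p under 0.05). This gene, ENSRNOG00000060617, has no symbol and no match in the reference, and was named after its values were seen. It had 113 ± 52.6 CPM in male-labelled and 21.2 ± 37.0 in female-labelled pools (SD, n = 6 each), a log2 fold change of -2.58 ± 0.44 and an adjusted p of 0.00253 (6.6e-19 to 1.00 over 20 alternatives). The count was 7 without ML1, 3 without ML3, 2 without MR3, 12 without FL1, 2 without FR1 and 0 without FR2.

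In endothelial cells (4801 genes tested, from 25 to 148 nuclei per pool) edgeR and DESeq2 called 0 genes by side, with 210 and 117 at an unadjusted p under 0.05. They also called 0 by labelled sex, with 150 and 67. The smallest p by side was that of Cntn5 (ENSRNOG00000007038, chromosome 8; 497 ± 133 and 789 ± 179 CPM, SD, n = 6 each, log2 fold change 0.67 ± 0.16, adjusted p 0.851). By labelled sex it was that of Gpr158 (ENSRNOG00000024832, chromosome 17), with 234 ± 100 CPM in male-labelled and 94.3 ± 44.4 in female-labelled pools without overlap, a log2 fold change of -0.94 ± 0.22 and an adjusted p of 0.876. The count by labelled sex was 1 without ML1 and 2 without FL1.

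A panel of 29 vagal sensory genes was fixed before the comparisons, and 25 of its genes passed the low-count filter in neurons (Ghsr, Oxtr, Mc4r and Calcr did not). Over all genes tested edgeR called 0 of them by side (12 at an unadjusted p under 0.05), and DESeq2 called 2. Adjusted over the list alone, 4 were called by side. Esr1 was lower on the right (56.4 ± 4.46 to 46.2 ± 3.04 CPM, SD, n = 6 each, log2 fold change -0.29, list-adjusted p 0.00622), as was P2ry1 (8.99 ± 2.11 to 6.21 ± 1.30 CPM, -0.54, 0.0219). Cckar was higher on the right (24.5 ± 7.37 to 36.3 ± 5.96 CPM, 0.57, 0.00622), as was Pgr (1.11 ± 0.634 to 1.97 ± 0.414 CPM, 0.98, 0.0411). This count was 2 without FL3 and 7 without FR1. Pgr lost this call without ML1, MR1, MR2, FL1, FL2, FL3, FR2 or FR3 (list-adjusted p 0.0513 to 0.105) and also with DESeq2, with thinned pools, with high doublet scores removed and without ML1 and FL1 together (0.0128 to 0.237 over 24 alternatives). P2ry1 lost it without ML1 (0.0713), FL3 (0.0630) or ML1 and FL1 together (0.0968), over a range of 0.00395 to 0.847 for 25 alternatives. In nodose-like neurons alone P2ry1 changed direction (log2 fold change 0.09, list-adjusted p 0.847) and Cckar lost its call (list-adjusted p 0.807, from 3.9e-05 over 25 alternatives), while Esr1 was called under all 25. Cckar and Esr1 kept the call when each pool was left out. By labelled sex edgeR also called 0 over all genes tested (6 at an unadjusted p under 0.05) and DESeq2 called 3, and the count was 1 without ML3, 2 without MR1 and 1 without FR3. Adjusted over the list alone, 4 were higher in female-labelled pools: Cartpt (31.1 ± 10.8 to 53.7 ± 10.5 CPM, SD, n = 6 each, log2 fold change 0.78, list-adjusted p 0.00464), Vip (0.706 ± 0.540 to 1.81 ± 0.4933 CPM, 1.38, 0.0158), P2rx2 (79.6 ± 13.5 to 105 ± 14.9 CPM, 0.40, 0.0185) and Cckar (26.2 ± 9.26 to 34.6 ± 6.77 CPM, 0.44, 0.0244). This count was 1 without MR2 and 2 without FL3. Cckar lost this call without ML1, ML2, MR2, FL3 or FR1 (list-adjusted p 0.0520 to 0.0642), without ML1 and FL1 together (0.1004), with the other factor left out (0.218) and in nodose-like neurons (0.188). P2rx2 lost it without MR2 (0.0542) or FL3 (0.0580) and in nodose-like neurons (0.0601), and Vip without MR2 (0.0542), while Cartpt kept it when each pool was left out. The list-adjusted p was 0.000911 to 0.218 for Cckar and 0.000178 to 0.0601 for P2rx2 over 24 alternatives each, and 0.000976 to 0.0542 for Vip over 23. Vip and Pgr had the lowest CPM of the 25 genes, so their changes rest on few UMIs per pool. Neither was among the 22 panel genes tested in nodose-like neurons, so that check is missing for both. The median log2 fold change of the 25 genes was -0.10 by side and 0.06 by labelled sex.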

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

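The tests chosen only after the result was seen were those of wells, mixed nuclei and free RNA for the Y-linked transcripts, the extra median over 13 genes, and the test of muscle RNA in neurons, while the test of the sex labels on other genes and the values per well for class shares were set beforehand for patterns already noticed. A single pool far from the rest of its group turned up in 16 of 80 groups of pools, where chance gives about 1 in 20, or 4. The groups share pools and are not independent, so the excess is not a test. Pools are written by their labels throughout (ML1: male, left, replicate 1).

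Y-linked transcripts set 2 pools apart, ML1 with 2.88 CPM among male-labelled pools and FL1 with 88.6 CPM among female-labelled pools. Nuclei of both sexes mixed in a pool would give a value between the sexes, but 2.88 lies within the 2.73 to 3.95 of the other 5 female-labelled pools. Free or misassigned RNA would leave FL1 near those same pools, and 88.6 is at the level of the male-labelled ones (84.4 to 91.3). An exchange of the labels of the 2 pools needs a partner out of place in each sex. Both are present, in all 8 of their 8 first-round wells, each beyond every well of the other pools of its labelled sex, and X-linked Kdm6a moved with them (170 CPM in ML1, 108 in FL1). A test on other genes could not decide. It used the 14 genes matched to an autosome by symbol among those called by sex in neurons of the other 10 pools, on a scale from 0 at the male-labelled to 1 at the female-labelled mean. ML1 had a median of 0.692 (10 of 14 genes nearer the female-labelled mean), as an exchange would give. FL1 had 0.787 (9 of 14 nearer the female-labelled mean), where an exchange would give a value under 0.5. One of the 14, Ddx3, has a symbol that is also a synonym of Ddx3y, and it followed the Y-linked genes (0.977 in ML1 and 0.0176 in FL1), so it is not an independent autosomal gene. With the other 13 genes the medians were 0.591 and 0.814. An exchange and correct labels cannot be told apart by these genes, because the 2 pools fall on the same side. Depth was also not separated from sex in this test. Median UMIs per nucleus averaged 2490 in male-labelled and 3122 in female-labelled pools. ML1 had the highest median of the male-labelled pools (2962.5) and FL1 that of the female-labelled pools (3626.5). Both may thus lie near the female-labelled mean whatever their sex, and these genes count neither for nor against an exchange. An exchange of labels may thus account for the Y-linked and X-linked values, but it is a hypothesis from the same data, and a wrong label in each pool separately stays open. Both pools are left pools, so an exchange between them would not change the side of any pool. No biological explanation was tested.

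In myelinating Schwann cells ENSRNOG00000060617 set the same pools apart, with 14.8 CPM in ML1 (102 to 154 in the other male-labelled pools) and 96.2 CPM in FL1 (0 to 11.04 in the other female-labelled pools). The gene has no symbol and no match in the reference, so its chromosome is not known here. In neurons of the other 10 pools it had the smallest p by labelled sex (log2 fold change -5.49, adjusted p 4.2e-13 with edgeR), and ML1 with 3.14 CPM and FL1 with 111 CPM were again apart from their labelled sex. No separate explanation was tested.

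Skeletal muscle nuclei made up 8.36% of FR2 (381 nuclei, exact 95% interval 7.57% to 9.20%), against at most 1.53% in the other female-labelled pools. FR2 also stood out among the right pools. An error in 1 first-round well would leave the other wells near the rest, but the lowest of the 4 wells had 7.63% and the highest 9.52%. Muscle taken along with the ganglia may account for it. Summed CPM of the 4 muscle markers with an entry (Ttn, Neb, Ckm and Acta1) was 697 in neurons of FR2 and 108 to 249 in the other 11 pools, and each of the 4 was highest in FR2. Ttn alone reached 540 CPM there. Neurons of all pools carried some of these transcripts, and whether they express them was not tested. The share of muscle in MR1, 2.46% (exact 95% interval 1.93% to 3.07%), stood out among male-labelled pools, and no explanation was tested for it. No biological explanation was tested for either pool.

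Sympathetic neurons or chromaffin-type cells were 0.373% of FR2, 17 nuclei, among both female-labelled and right pools, against at most 0.0457% in the other female-labelled pools. All 4 wells held some (2 to 8 nuclei), and the lowest, 0.215%, still exceeded every other female-labelled pool, which argues against an error in 1 well. Neighbouring tissue taken along at dissection was not tested for these nuclei, and no biological explanation was tested.

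Mural cells were 1.495% of FL1 (46 nuclei, exact 95% interval 1.10% to 1.99%), against 0.408% to 0.686% in the other female-labelled pools. The lowest of its 4 wells had 1.36%, so an error in 1 well is excluded. FL1 is also a pool whose sex label is in doubt, and the mural share of the male-labelled pools ranged from 0.477% to 0.936%, below it as well. Neurons were 56.9% of MR1 (exact 95% interval 55.1% to 58.7%), against 66.4% to 70.7% in the other male-labelled pools. Its highest well had 57.5%, which excludes an error in 1 well. A difference in dissection or in the recovery of nuclei was not tested in either pool, nor was a biological explanation.

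Named genes had single pools apart in 5 further groups. Xylt1 was at 59.2 CPM in neurons of ML1 (other left pools 88.8 to 106), and without ML1 its log2 fold change by side fell from 0.74 to 0.63 and stayed called. Rgs9 was at 179 CPM in neurons of FR1 (other right pools 146 to 155), and without FR1 its change was 0.30 with an adjusted p of 0.0736 (0.00029 to 0.898 over 25 alternatives). Kcnq3 was at 508 CPM in satellite glia of MR3 (other right pools 359 to 410.1) and stayed called without MR3. Shb was at 49.3 CPM in myelinating Schwann cells of ML3 (other left pools 93.5 to 119), and its call remained without ML3. Gpr158 was at 432 CPM in endothelial cells of ML2 (other male-labelled pools 162 to 225), and its log2 fold change by labelled sex without ML2 was -0.79 against -0.94. No explanation was tested for these, and the depth of ML2 in endothelial cells rests on 45 nuclei.

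Galnt7 in neurons moved in opposite directions by side, with means changing by -9.94 CPM in male-labelled and by 9.30 CPM in female-labelled pools and no overlap of the sides in either. The interaction test of this difference gave an unadjusted p of 0.000723 and an adjusted p of 1.00 with edgeR (0.447 to 1.00 over 20 alternatives), so it did not hold up among 13829 genes. It was the only case among the 16 named genes and the 8 class shares (unnamed nuclei included) looked at in this way. All 100 splits of the pools gave at least the 0 interaction genes of the real one, which decides nothing. A difference between the sexes remains untested beyond this, and the doubt on the labels of ML1 and FL1 bears on it.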

How the results depend on the processing

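The tests chosen only after the data were seen were the removal of the 5% of nuclei with the highest doublet scores, leaving out ML1 and FL1 (whose sex genes went against their labels), keeping the subclusters led by another class, and the panel counts under every alternative. The cause of a change was not tested unless stated. Pools are written by their labels, and sex means labelled sex.

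The 16 named genes kept their direction under all 363 alternatives run. They stayed on the same side of the threshold in 259, lost a call in 92 and gained one in 12. Crtac1 was called under all 25 of its alternatives, Xylt1 under all but nodose-like neurons and Cyp26b1 under all but the removal of ML1 and FL1. In nodose-like neurons Xylt1 fell from 0.74 to 0.30 and Rgs9 from 0.33 to 0.04. Neuron counts by side not changed past 1.5 times included those with RLE size factors (20), called doublets kept (21) and at least 600 genes (20). They also included thinned pools (14), the replicate block (14), high doublet scores removed (25) and the fit without ML2 (31).

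With DESeq2 the neuron counts were 72 by side and 309 by labelled sex, satellite glia and myelinating Schwann cells each had 0 by labelled sex, and the panel had 2 (side) and 3 (sex) over all genes. Without the low-count filter, with more genes tested (22801 in neurons), neurons had 67 by side, 531 by sex and 9 for the interaction. Satellite glia then had 8 and 38, myelinating Schwann cells 11 and 16 and endothelial cells 5 and 4, by side and sex, and the panel 1 and 4 over all genes and 13 and 7 over the list alone. With the other factor left out, 11 neuron genes were called by side, 0 glia genes by sex and 1 Schwann cell gene by side. limma-voom called 33 by side in neurons. RLE size factors gave 1 Schwann cell gene by side. Thinned pools gave 15 neuron genes by sex.

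Nodose-like neurons alone gave 33 genes by side (7 of the 21 among them), 60 by sex, and in the panel 1 by side and 1 by sex over all genes and 2 and 2 over the list alone. Keeping the subclusters led by another class gave 9 neuron genes by side. Removing high doublet scores gave 5 Schwann cell genes by side and 4 by sex. Leaving out ML1 and FL1 together gave 2 neuron genes by side and 30 by sex, 0 and 31 in satellite glia, 0 and 15 in myelinating Schwann cells, and 1 by sex in endothelial cells. Fewer pools lower power, yet the counts by sex rose.

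The replicate block, with the left and right pools of 1 number taken as a pair, gave 14 genes by side in neurons, 1 in satellite glia, 1 in myelinating Schwann cells, 0 in endothelial cells and 11 of the panel over the list alone. Left and right pools of 1 number correlated at -0.0782 to 0.172 across genes after group means were removed. Those of the same sex with other numbers correlated at -0.148 to 0.164. These weak values give no sign that the numbers pair the pools, but they cannot exclude it. No weight is put on the block, because the pairing it assumes is not stated. A replicate block for sex was not run, because the pool names of the 2 sexes share no numbers.

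Leaving out each pool in turn gave 5 (FL1) to 31 (ML2) neuron genes by side, against 21. It was 8 without ML1, 11 without ML3, 9 without MR1, MR2, FL2 or FR3, 8 without MR3, 13 without FR1 and 7 without FR2. By sex it gave 0 to 478, with 14 without ML1, 82 without ML3, 478 without MR1, 8 without FL1, 100 without FR3 and 0 otherwise. In satellite glia the range was 0 (ML1, ML2) to 1 by side. By sex it was 0 (MR2, MR3, FL3, FR1, FR2, FR3) to 20 (FL1), with 14 without ML1 and 5 without MR1. In myelinating Schwann cells it was 0 (ML1, ML2, MR2, MR3, FL1, FL2, FL3, FR2) to 3 (FR1) by side, with 1 without ML3 or MR1. By sex it was 0 (FR2) to 12 (FL1), with 7 without ML1, 3 without ML3 and 2 without MR3 or FR1. In endothelial cells it was 0 to 2 by sex (1 without ML1, 2 without FL1). For the panel over the list alone it was 2 (FL3) to 7 (FR1) by side and 1 (MR2) to 6 (ML3 or MR1) by sex, with 2 without FL3. Over all genes by sex it was 0 to 2 (MR1), with 1 without ML3 or FR3.

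No share of a class was past the threshold, except sympathetic neurons or chromaffin-type cells by side at resolution 0.5, the 1 class past it there (0.256 percentage points, adjusted p 0.035, range 0.035 to 0.707). At that resolution the differences by side of endothelial cells (-0.118) and mural cells (0.00536) and by sex of endothelial cells (-0.0143) reversed. Without ML1 and FL1 the differences by sex reversed for neurons (0.535), endothelial cells (-0.194) and mural cells (-0.111), and on the log odds scale for neurons (0.00598), myelinating Schwann cells (-0.0185) and skeletal muscle (-0.137). Leaving out each pool gave, by side, -0.0842 (FL3) to 0.429 (FL1) for endothelial cells. By sex it gave -2.46 (FL3) to 3.44 (FR2) for neurons, -0.0100 (FR2) to 0.0781 (FR3) for sympathetic neurons or chromaffin-type cells, -0.640 (FR2) to 0.803 (MR1) for myelinating Schwann cells, -0.177 (FL1) to 0.336 (FL3) for endothelial cells, -0.0865 (FL1) to 0.185 (FL3) for mural cells and -0.383 (FR2) to 1.69 (FR1) for skeletal muscle. None of these reversals had a difference past the threshold on either side.

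Median UMIs by side differed by -547 (FL2) to -312 (FR2) when each pool was left out, past the threshold without ML2 (-538), MR1 (-504), FL2 or FR1 (-536). Nuclei per pool differed by 881 (MR2) to 1596 (FR1) by side, past the threshold without FR1, and by -166 (FR3) to 500.2 (FR1) by sex. The correlation of side changes between the sexes lay between -0.0116 (FL2) and 0.152 (ML2), and below 0 also without ML3 (-0.0032) and MR2 (-0.0046).

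On simulated data a 1.5-fold change was recovered for 66.7% of genes in neurons, 69.4% in satellite glia, 50.0% in myelinating Schwann cells and 29.9% in endothelial cells, and a 2-fold change for 92.8%, 93.9%, 95.2% and 86.5%. The 0 counts in endothelial cells thus say little about changes of 1.5-fold.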

Other observations

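The tests chosen only after the result was seen were the reading of subcluster n3 as the whole cause and the criteria for the splits of the pools, while the tests of n3, of subcluster makeup and of depth were set before their results, though n3 itself was picked because it had the smallest p.

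The 21 genes called by side in neurons were set against other splits of the same pools. Among 100 splits into sides within the labelled sexes, 4 gave at least 21 genes, the real one included, a share under 0.05. These 100 were drawn from 200 possible splits, so the share over all of them may lie on either side of 0.05. The splits also kept to labelled sexes that are in doubt for ML1 and FL1. Chance alone is thus unlikely but not firmly excluded. With ML1 and FL1 left out, 2 genes were called and 8 of 100 splits gave as many, so chance cannot be excluded for those 10 pools. Other splits of the 12 pools gave up to 180 genes, which means that differences between pools apart from side can be large.

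A larger share of subcluster n3 in right pools may contribute to these genes. As the whole cause it is excluded, since 7 of the 21 were called with the same sign in nodose-like neurons alone, where n3 is left out (Crtac1, Cyp26b1 and Rasgef1b among the named genes). Cyp26b1 is among the leading genes of n7, a nodose-like subcluster with a lower share on the right, so its call there is not free of makeup. As a partial cause it stays open, because 7 of 21 lies between the criteria set beforehand (under 25% or over 75%), and nodose-like neurons also leave out other subclusters and hold fewer nuclei.

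A different makeup of neuron subclusters in left and right pools leaves the same question open. With every pool given the same makeup, the 21 genes kept a median of 35.8% of their size (6.65% to 93.3%), between the criteria of 25% and 75%. The 7 genes called in nodose-like neurons kept a median of 74.4% and the other 14 a median of 24.2%. The test is partly circular, since the clusters were built from genes that may include these, so makeup and expression within subclusters cannot be told apart for the 21 genes as a set. Of the named genes Rasgef1b kept 91.8%, Cyp26b1 68.1%, Crtac1 47.4%, Tmem132d 24.0%, Xylt1 17.9%, Sntg1 15.03% and Rgs9 10.4%.

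A difference in depth between left and right pools stays open. The test set beforehand thinned every pool to 4756323 neuron UMIs, and 12 of the 21 genes were still called, between the criteria. It decides nothing about depth per nucleus, because it equalised the totals per pool, which averaged 7113560 on the left and 8088910 on the right, while nuclei had more UMIs on the left. Thinning also lowers power. The fold changes kept a median of 99.9% of their size (84.0% to 107%), but random thinning leaves a fold change unaltered on average whatever its cause, so this decides nothing either. A difference between the sides in the animals, which the design names, remains among the open explanations and was not tested apart from these.

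By labelled sex in neurons all 100 splits gave at least the 0 genes called, which decides nothing. With ML1 and FL1 left out, the 30 genes called were reached by 3 of 60 splits, a share of 0.05, so chance cannot be excluded for the number of genes. That is no verdict on single genes, among them Kdm5d (log2 fold change -5.27, adjusted p 1.0e-12) and Eif2s3y (-5.24, 8.5e-10 with edgeR), though these pools were left out for their sex genes. In satellite glia 10 of 100 splits gave at least the 1 gene called by side and 21 of 100 the 1 gene by labelled sex. In myelinating Schwann cells 22 of 100 splits gave at least 2 genes by side and 34 of 100 at least 1 by labelled sex. Chance cannot be excluded for these numbers of genes in glia and Schwann cells, which again is no verdict on single genes. The 1 Schwann cell gene by labelled sex, ENSRNOG00000060617, was at 102 to 154 CPM in the male-labelled and 0 to 11.04 CPM in the female-labelled pools other than ML1 and FL1. In endothelial cells all 100 splits gave at least 0 genes in both comparisons, which decides nothing.

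The distribution of pools over sublibraries was close to even (chi-square p = 0.0670 over 36738 nuclei).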
